A study of Homo sapiens with 6 samples. Its data were reported in "Constitutive expression of the transcriptional co-activator IκBζ promotes melanoma growth and immunotherapy resistance" (2025).

How the data were processed

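Gene expression was measured by RNA-seq in LOX-IMVI cells, an established human melanoma line. The cells carried a lentiviral short hairpin RNA (shRNA) construct, either a control (shCtrl) or one directed at NFKBIZ (shNFKBIZ), the gene that encodes the nuclear co-regulator IκBζ. There were 3 libraries per group, and groups and replicate numbers were taken from the sample titles. The sample labels and the methods of the study name different sequencing providers, so none is given here.

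The authors mapped the reads to hg38 with the Ensembl annotation in CLC Genomics Workbench under default settings, and deposited whole-number counts of fragments per gene for each library, divided into exon and intron reads and into total and unique reads. Total reads include fragments that map to several places. Each table listed 47432 genes, and gene reads were the sum of exon and intron reads in each row. The deposited TPM values were written with a decimal comma and were therefore recomputed from total exon reads and exon length, which gave the deposited values to within rounding. Strand was not used in the counting, so reads of overlapping or antisense genes can be assigned to either gene. Of the gene identifiers, 99.97% were found in GENCODE release 44, and 99.6% had identical coordinates there. Coordinates are those of the files on hg38.

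Total exon reads were the counts tested. They are the counts behind the deposited TPM. The alternatives had been worded as all reads assigned to a gene, and exon reads were chosen once the columns, and the counts of NFKBIZ and other listed genes, had been looked at and before any model was fitted. Total gene reads were therefore added as an alternative. Low counts were removed with filterByExpr, which left 13843 genes. TMM factors were computed, and groups were compared with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit with robust estimation, glmQLFTest) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the genes tested and no replicate block. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. A gene was past the threshold at an adjusted P of at most 0.05 and an absolute fold change of at least 2. Values are given as mean ± SD of TPM.

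The gene lists, the main test and most alternatives were fixed before the data were examined. The 6 tested lists (NF-κB targets, STAT3 targets, type I interferon response, interferon-γ response and antigen presentation, hypoxia, proliferation) were compiled by hand and tested with camera in limma 3.58.1 (preset correlation 0.01, two-sided) on log2 CPM with a prior count of 2, adjusted over the 6 lists. The named genes were NFKBIZ, the cytokines, regulators and reference genes that the text of the study names, and in each direction the 5 genes with the largest fold change past the threshold that had a symbol, a mean of at least 50 counts, and no overlap in CPM between the groups. One gene named by this rule is not reported here.

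The alternatives were RLE factors, library size alone, at least 10 counts in every library, no filter, the edgeR likelihood ratio test, DESeq2 1.42.0, unique reads, removal of the 10 most abundant genes, a replicate block, leaving out each library, other thresholds, and fry or an estimated correlation for the lists. Those added after the data were seen were total gene reads, removal of a trend on GC content and length, thinning to the smallest total, and lists without genes that hold a given 7-mer.

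The fit was tested on simulated data made from the means and library sizes of shNFKBIZ against shCtrl. Of 200 changed genes among 13675, 97% were recovered, and 3 unchanged genes were called. A shifted list was called and the other lists were not. The simulation of the fit changed few genes, by more than 2-fold and in both directions, whereas most genes tested differed in the data. Genes were simulated independently, so the preset correlation of camera could not be tested. Intron reads were fitted in the same way, and the difference between exon and intron changes was tested as an interaction in one model with library blocks. In simulated counts of 10876 genes this model recovered 98.5% of 196 changed genes and called 6 unchanged ones. For the 7-mer scan, 3′UTR sequences of at least 50 bases (the longest per protein-coding gene) were taken from GENCODE release 44. Log2 fold changes were limited to ±2 and corrected for 3′UTR length, GC content and level in genes above a mean log2 CPM of 1. Every 7-mer found in at least 30 genes was scanned, and a 7-mer planted in shuffled values ranked 1 among 16343. The genes were also divided at random into 2 equal parts, 100 times, and the lowest 7-mer of one part was measured in the held-out part.

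Total exon reads ranged from 22264473 to 24624839 per library. Confidence intervals on low counts are exact and cover counting error only.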

Results

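To ask which genes depend on NFKBIZ in melanoma cells, the transcriptomes of shCtrl and shNFKBIZ LOX-IMVI cells were compared, with 3 libraries per group. The shCtrl libraries held 23872586, 24624839 and 22485376 total exon reads, and the shNFKBIZ libraries 22402638, 22264473 and 22681220. Replicates of a group were not copies of each other, since every pair differed by more than the sampling noise (chi-square per degree of freedom from 1.73 to 4.70). The first principal component carried 72.6% of the variance and separated the groups. Correlations of log2 CPM between libraries were 0.992 to 0.993 within groups and 0.967 to 0.970 between groups.

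The targeted gene was examined first. NFKBIZ (ENSG00000144802, chromosome 3, 101827991 to 101861022, plus strand, hg38) had 1519, 1629 and 1674 exon reads in shCtrl and 474, 477 and 468 in shNFKBIZ. Its expression was 44.5 ± 4.12 TPM (SD, n = 3) in shCtrl and 13.7 ± 0.362 TPM (SD, n = 3) in shNFKBIZ cells. The log2 fold change was -1.78 (SE 0.0581, adjusted P 7.2e-17, edgeR quasi-likelihood test), which is 3.43-fold lower. The alternative that moved it most was the use of total gene reads, with -1.66. NFKBIZ overlaps NXPE3 in the annotation.

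Of 13843 genes tested, 1241 were past the threshold, 532 of them higher and 709 lower in shNFKBIZ cells. A further 7798 genes had an adjusted P of at most 0.05 with less than a 2-fold change, so that 65.3% of the genes tested differed. The P values measure the spread between libraries of a group, which was small (biological coefficient of variation 3.64%). Whether the replicates were transduced separately is not known here. A difference between the cell populations that does not come from NFKBIZ would also be counted. The libraries of both groups did not overlap in CPM for 68.7% of the genes tested, where chance gives 10%. Of the genes past the threshold, 986 were protein coding and 252 were lncRNAs. The median log2 fold change of all tested genes was 0.00431. With library size alone as scaling, 668 genes were higher and 584 lower, so that the larger share of lower genes depended on the scaling. With no fold change limit, the alternative that moved the count most, 9039 genes were called.

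**Figure D1:**
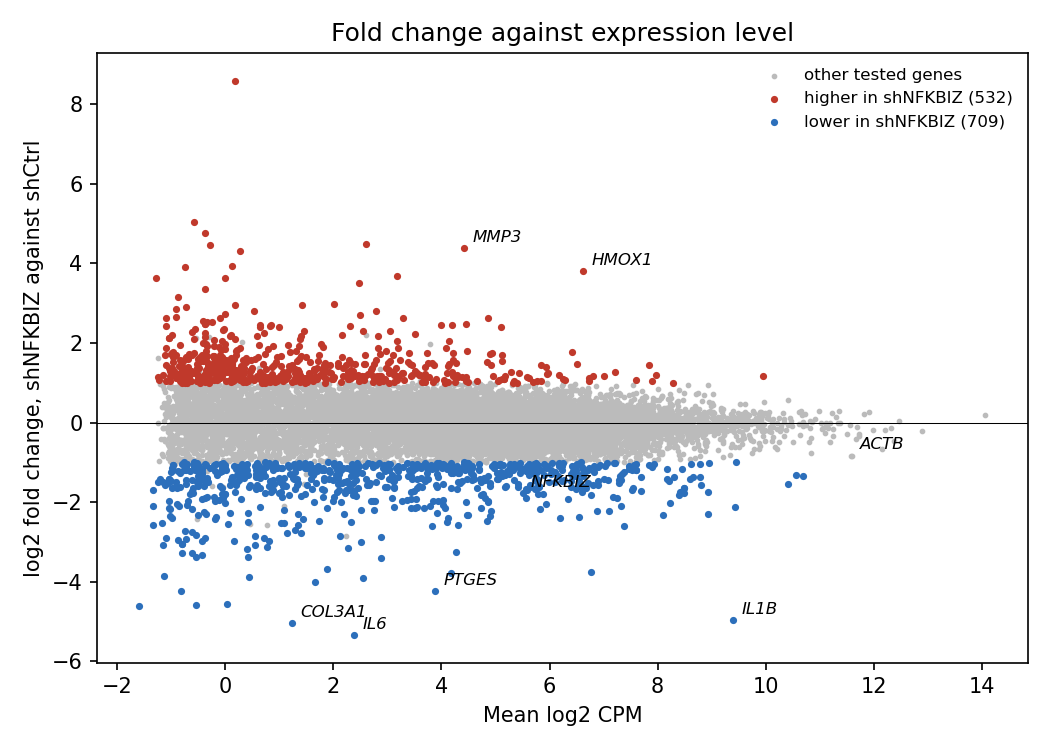
Each point is 1 of the 13843 genes tested, with its mean log2 CPM on the x axis and its log2 fold change in shNFKBIZ against shCtrl cells on the y axis. The 532 higher genes are red and the 709 lower genes are blue, and all other genes tested are grey.

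The study asks whether IκBζ controls a group of cytokines and chemokines, and 9 of these were examined. All 7 that could be tested were past the threshold and lower in shNFKBIZ cells, both over all genes and adjusted over the list alone. Several of them were chosen by the study on these libraries, so this is not independent evidence. IL1B (chromosome 2, 112829751 to 112836816) fell from 1619.6 ± 102 to 55.1 ± 3.44 TPM (SD, n = 3), with a log2 fold change of -4.96 (SE 0.0465, adjusted P 3.54e-26, edgeR). IL6 (chromosome 7, 22725884 to 22732002) fell from 8.73 ± 1.54 to 0.225 ± 0.086 TPM, with a log2 fold change of -5.33 (SE 0.222, adjusted P 9.4e-15, edgeR) and only 4, 8 and 5 reads in the shNFKBIZ libraries. IL1A fell from 980.0 ± 75.3 to 291 ± 5.51 TPM (log2 fold change -1.83), CXCL8 from 663 ± 74.3 to 140.1 ± 1.67 TPM (-2.32), CXCL1 from 659 ± 96.8 to 187 ± 5.77 TPM (-1.89) and CXCL2 from 139.8 ± 18.0 to 63.1 ± 2.84 TPM (-1.23). Requiring 10 counts in every library left 5 of them, because IL6 and CCL5 were removed.

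CCL5, CXCL9 and CXCL10, which the study reports as repressed by IκBζ in melanoma cells, were at low levels. CCL5 had 61 summed reads in shCtrl and 6 in shNFKBIZ, a ratio of 0.104 (exact 95% interval 0.0366 to 0.239). Its log2 fold change was -3.28 (SE 0.479, adjusted P 3.34e-06, edgeR). A loss of the reported repression would give a rise, so the fall of CCL5 is in the other direction. Much of the study's evidence for it is from mouse melanoma cells and tumors, whereas this is a human line with low CCL5. For LOX-IMVI cells the study reports less HDAC3 and H3K27me3 at these promoters after the knockdown, which RNA levels do not measure. CXCL10 had 8 and 2 summed reads, a ratio of 0.263 (exact 95% interval 0.0273 to 1.32), so that no difference was detectable at this depth. CXCL9 had 0 reads in shCtrl and 1 in shNFKBIZ, which is under the floor of 3 reads, and no fold change is given.

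**Figure D2:**
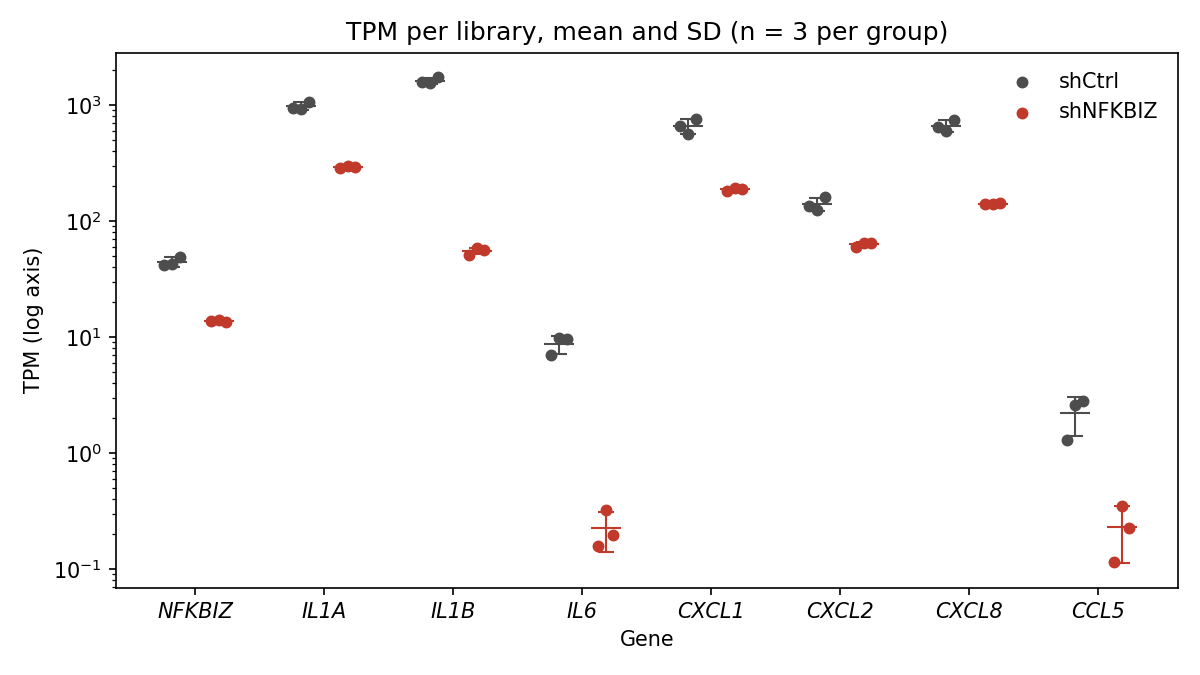
TPM on a log axis for NFKBIZ and the 7 cytokines and chemokines that could be tested. Points are libraries, and bars are the mean and SD of 3 libraries per group. For each gene the 3 shNFKBIZ libraries lie below the 3 shCtrl libraries.

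The regulators given here, which the study names, changed less, and none was past the threshold. ZC3H12A had a log2 fold change of -0.89 (SE 0.0746), PDLIM2 0.71 (SE 0.0948) and EZH2 0.55 (SE 0.0784). For PDLIM2, 69.2% of the exon reads were unique, and with unique reads alone its log2 fold change was 0.67 (SE 0.112). STAT3 (-0.23), RELA (-0.20) and NFKB1 (-0.17) were lower by small amounts that moved with the scaling, while HDAC3 (adjusted P 0.332, edgeR) and ZC3H12C (adjusted P 0.791, edgeR) did not differ by more than the replicate error. Both depended on the correction. With library size alone HDAC3 had a log2 fold change of 0.14 (adjusted P 0.0125, edgeR, range over alternatives 0.0125 to 0.912), and with the GC content and length trend removed ZC3H12C had one of 0.13 (adjusted P 0.0299, edgeR, range 0.0299 to 0.958). NFKB1 was no longer called with library size alone (log2 fold change -0.08, adjusted P 0.122, edgeR). It was also lost with the GC content and length trend removed (-0.05, adjusted P 0.289, edgeR). STAT3 and RELA were called in both settings. Of the reference genes, RPL37A had a log2 fold change of 0.24 (SE 0.0323). ACTB had one of -0.83 (SE 0.0392), from 3345 ± 139 to 1990.2 ± 27.4 TPM (SD, n = 3).

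The largest falls by the rule for named genes, next to IL6 and IL1B, were those of COL3A1 (log2 fold change -5.03, SE 0.280), PTGES (-4.24, SE 0.106) and TENM2 (-4.00, SE 0.198). COL3A1 had 2, 2 and 5 reads in the shNFKBIZ libraries. The largest rises were those of NTSR1 (4.48, SE 0.159), MMP3 (4.39, SE 0.0946), HMOX1 (3.81, SE 0.0488), MN1 (3.68, SE 0.130) and LYPD1 (3.52, SE 0.147). HMOX1 (chromosome 22, 35380361 to 35394214) rose from 21.2 ± 0.600 to 316 ± 4.70 TPM (SD, n = 3).

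To ask whether pathways moved as sets, 6 gene lists were tested with camera. The type I interferon list (29 genes, median log2 fold change -1.26, adjusted P 1.63e-08), the hypoxia list (27 genes, median log2 fold change -0.60, adjusted P 1.63e-08) and the NF-κB list (27 genes, median log2 fold change -0.77, adjusted P 0.000103) were lower. They held under an estimated correlation, and also under fry, which called all 6 lists. The STAT3 list (18 genes, median log2 fold change -0.57, adjusted P 0.0397) and the interferon-γ and antigen presentation list (22 genes, median log2 fold change -0.41, adjusted P 0.0472) were lower under camera and fry, and not under an estimated correlation. The proliferation list (35 genes, median log2 fold change 0.06, adjusted P 0.222) did not move under camera on exon reads and was called under fry. Among the list genes, 26 of 29 interferon genes and 26 of 27 hypoxia genes had a negative log2 fold change, and 12 of 22 interferon-γ genes did.

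**Figure D3:**
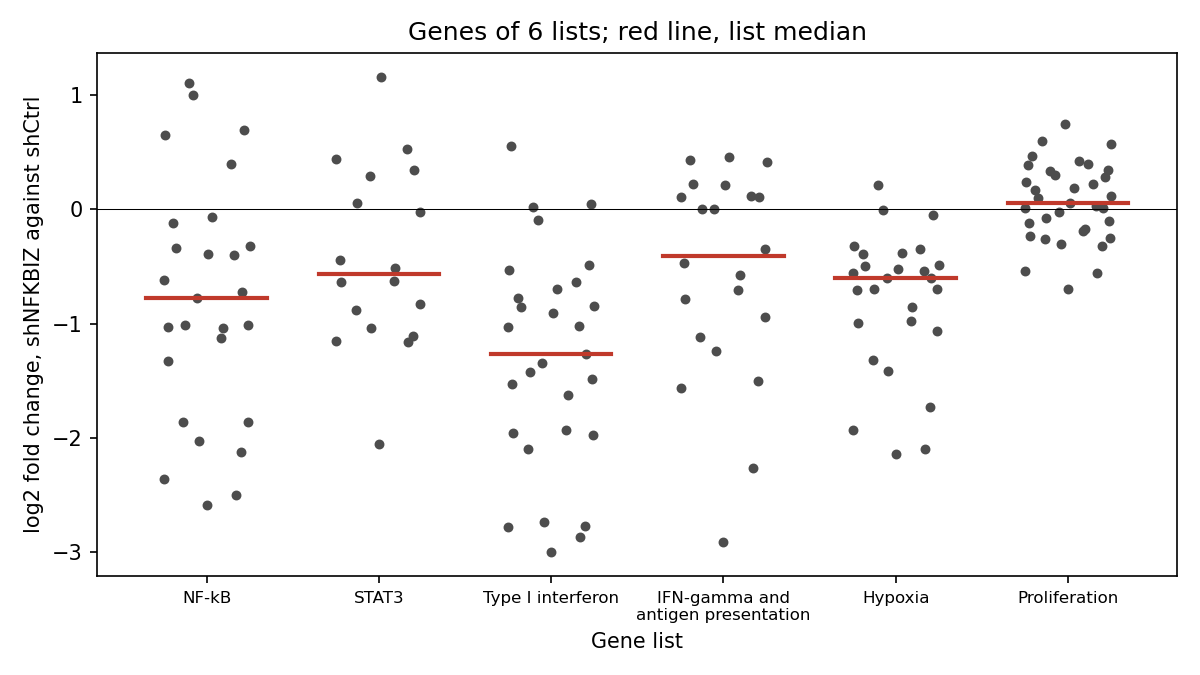
Log2 fold change in shNFKBIZ against shCtrl cells (y axis) of each tested gene of 6 lists (x axis), with the list median as a red line. The medians run from -1.26 for the type I interferon list to 0.06 for the proliferation list.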

Values the study reported

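The study reported that the expression of 527 genes changed in LOX-IMVI cells, counting those that changed at least 2-fold at a P of up to 0.05. Its methods also set an absolute difference above 4, with no unit given.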

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

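The comparison of intron reads, the interaction and the test of the intron share were chosen after intron counts or changes had been seen, and the tests of overlapping genes and of other splits before theirs were. Intron reads, which the comparisons above use only within total gene reads, also differed when tested alone between the groups. Of 12119 genes tested on intron reads, 800 were past the threshold, 328 higher and 472 lower in shNFKBIZ cells. Of these, 367 were past the threshold in exon reads in the same direction. Across 11025 genes tested in both, exon and intron changes correlated with a Pearson r of 0.70, and genes are not independent replicates. Reads of overlapping genes are argued against as the source of this relation, since r was 0.74 across the 3244 genes without an overlapping gene. Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one, and 3 against 3 libraries cannot give a share below that. Camera on intron reads, adjusted over the 6 lists, called the interferon (13 genes, median -0.46, adjusted P 0.000265), hypoxia (22 genes, -0.47, 0.000407) and NF-κB (18 genes, -0.33, 0.00826) lists lower and the proliferation list higher (34 genes, 0.15, 0.0282). It did not call the STAT3 list (11 genes, -0.25, 0.0786) or the interferon-γ list (12 genes, -0.22, 0.459). One gene held 5.66% to 10.2% of the intron reads of a library, and TMM factors limit its weight.

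The intron reads of NFKBIZ itself fell, from 252, 251 and 271 to 135, 122 and 125, a log2 fold change of -1.11 (SE 0.0983), less than that of its exon reads by 0.66 (interaction -0.66, SE 0.111). A downward shift of all intron reads is argued against by their share of gene reads before any scaling, which was at least 7.63% in the shNFKBIZ libraries and at most 7.46% in the shCtrl libraries. Intron reads of IL1B (-3.77), CXCL8 (-1.87) and IL1A (-1.18) were also past the threshold, while those of CXCL1 (-0.72) and CXCL2 (-0.79) were lower and short of it. Exon reads fell by more than intron reads in IL1B (interaction -1.17, SE 0.138) and CXCL1 (-1.16, SE 0.177). The same held for IL1A (-0.64, SE 0.0624) and CXCL2 (-0.41, SE 0.140). For CXCL8 the interaction (-0.44, SE 0.200) was not called (adjusted P 0.0925, edgeR). The fall of intron reads thus did not match the whole fall of exon reads in most of these cytokines. A lower rate of transcription may contribute to the fall of these genes, and for NFKBIZ this stays a hypothesis, as unannotated exons that give intron reads were not tested.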

How the results depend on the processing

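NFKBIZ was lower and past the threshold under all 18 alternatives that refitted it, with log2 fold changes from -1.83 to -1.66. The named genes that could be tested kept their direction where they were past the threshold, and their side of it, under the alternatives that gave them a value. IL6, CCL5, COL3A1, TENM2 and NTSR1 have no value where 10 counts were required in every library, a filter that removes genes that fell or rose from near 0. The count of cytokines past the threshold was 5 there, 6 with a difference in mean TPM above 4, and 7 under the other alternatives.

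The count of genes past the threshold was 1740 without a filter and 891 with 10 counts in every library, where 338 were higher. With a difference in mean TPM above 4 it was 555, with 167 higher and 388 lower. With no fold change limit it was 9039, with 4496 higher and 4543 lower. Fewer or more genes can pass by construction in these settings. Leaving out 1 library at a time gave from 1315 to 1361 genes. With library size alone, 53.4% of the 1252 genes were higher, against 42.9% with TMM factors and the median of all genes moved to 0.0937.

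The replicate number did not pair the libraries: the deviations of same-numbered libraries correlated at 0.0207, 0.0561 and 0.0288. A replicate block gave 1244 genes.

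The STAT3 list was no longer called with 10 counts in every library (median -0.51), unique exon reads (-0.57), a replicate block (-0.57), an estimated correlation (-0.57) or without genes that hold GGAACTC (-0.51). The interferon-γ list was no longer called with 10 counts in every library (-0.17), unique exon reads (-0.34), the block (-0.41) or an estimated correlation (-0.41). It was also lost without shCtrl replicate 3 (-0.42, range -0.45 to -0.38 over the 6 fits that each left out 1 library). The proliferation list was called under fry (0.0576). Fry asks whether the genes of a list change, and camera whether they change more than other genes. Since 65.3% of the genes tested differed, fry called all 6 lists. A call under fry therefore adds little to that of camera. The interferon, hypoxia and NF-κB lists were called under every alternative run on them. The likelihood ratio test and DESeq2 do not enter camera, so the lists have no value there, nor after removal of the GC content and length trend. Of the TPM ratios of named genes, 8 moved by more than the replicate spread when CPM with TMM factors were used, and none changed sign. At low counts depth limits CXCL9 and CXCL10, as given above.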

Other observations

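Of the tests in this part, those on held-out genes (other base orders, and exon against intron reads), random draws, coding length, the cytokines' own 3′UTRs and the 2 gene lists without the 7-mer were chosen after the results were seen, as were the removal of the GC content and length trend and the thinning as settings. The number of genes past the threshold here was 1241. That is higher than the value quoted from the study above. The criteria are not equal, since the methods of the study also set a limit on a difference, with no unit given, and the study states more than one P limit for this cell line. Taken as a difference in mean TPM, such a limit left 555 genes here. An adjusted P of at most 0.06 left 1241.

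A smooth trend on GC content and exon length is argued against as the main source of these genes, since 1145 of them remained past the threshold once it was removed. A difference in depth is argued against too, since 1208 remained after thinning to the smallest total. Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one, and the design cannot give a smaller share. The other splits gave 0 genes at an adjusted P of at most 0.05 and from 30 to 104 at an unadjusted P under 0.05, and each of them mixes both groups, which raises the spread. Chromosome medians and windows of neighbouring genes were also looked through and gave no pattern that was followed.

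The 3′UTRs of 10682 genes were scanned for 16343 7-mers, and the most extreme was examined further. It was GGAACTC, found in 1020 genes, whose corrected log2 fold change averaged -0.14 (z -8.47). The highest z of any 7-mer was 3.97. Chance is argued against, since 0 of 100 random draws reached a z as low (lowest -5.09). Since the 7-mer was picked for its low value, the genes were divided at random into 2 equal parts, 100 times, with the pick made in one part and measured in the held-out part. GGAACTC was picked in 70 of the divisions, followed by CTGGAAC in 11 and GAACTCA in 10, both of which overlap it in sequence. In the held-out genes the mean of the picked 7-mer had a median of -0.13 (from -0.16 to -0.02). Length, base composition and level are argued against, since a median of 0 of 613 other orders of the same bases had a z as low there, with 118 in the division with the most. Exon reads fell by more than intron reads in genes with the picked 7-mer (median difference -0.17, median SE 0.0218, from -0.22 to -0.00122). Over all genes with GGAACTC intron reads did not fall (0.0265, SE 0.0171), while the held-out fall in exon reads had a median of -0.14 (median SE 0.0278). A transcriptional response is therefore argued against for this shift. The reverse complement in the 3′UTR went with no such fall (0.0132, SE 0.0176), against a motif of either DNA strand.

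A test written down before its result was seen went against a role of the 3′UTR alone. The rule for reading it, and that for the reverse complement, was changed after the values were seen, because the first rule left no room for this outcome. Genes with GGAACTC in the coding sequence and none in the 3′UTR averaged -0.11 (SE 0.0155), about as low as those with it in the 3′UTR (SE 0.0191). Coding length was then put in the fit, where they still averaged -0.10 (SE 0.0156), and 0 of 626 other base orders had a z as low. Their exon reads also fell by more than their intron reads (-0.13, SE 0.0133). With coding length in the fit, this difference was larger for genes with the 7-mer in the 3′UTR (-0.20, SE 0.0156), a value raised in size to some extent by the pick, so the regions were not alike on this measure. The difference between them was not tested. The pattern was thus present with the 7-mer in either region. Averages were -0.18 (SE 0.0379) where an A followed the 7-mer and -0.12 (SE 0.0218) where not, and -0.26 (SE 0.0669) with 2 or more sites against -0.12 (SE 0.0199) with 1. The differences were not tested.

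A candidate explanation is partial pairing of the guide strand of the hairpin with transcripts other than its target, for which the held-out difference of -0.17 between exon and intron changes is what would be needed. The sequence of the hairpin was not used here. NFKBIZ holds GGAACTC 2 times in its coding sequence and 0 times in its 3′UTR, but 17.8% of the scanned 7-mers occur in one or the other. A microRNA or RNA-binding protein with the same preference, changed through the loss of NFKBIZ, would give the same pattern and was not tested.

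Such pairing through GGAACTC is argued against as the main source of the lower genes. Of those with a 3′UTR, 18.7% hold the 7-mer there, against 9.45% of tested genes and 9.22% of higher genes. With the coding sequence included the shares were 28.8% of lower, 19.0% of tested and 14.8% of higher genes. Direct pairing through GGAACTC with the 7 tested cytokines is argued against, since 0 of them hold it in the 3′UTR or the coding sequence. The hypoxia list without genes that hold it in the 3′UTR had a median of -0.65 (26 of 27 genes), and the interferon list -1.26 (27 of 29 genes). Most list genes thus do not hold it, and medians could move little. Without genes that hold it in the 3′UTR or the coding sequence the medians were -0.65 (26 genes) and -1.30 (26 genes). Direct pairing through GGAACTC in their 3′UTRs is therefore argued against as well. An effect through an upstream gene that holds the 7-mer stays open for all of these. Sites of other low 7-mers, such as GAACTCA (z -7.06) and CTGGAAC (z -6.47), were not counted in any of these genes. These 7-mers overlap GGAACTC in sequence, so the shares above can be too low for a longer motif. Direct pairing through such sites therefore stays open too. Cells that lose NFKBIZ without this hairpin were not analysed here. For cytokines, the study itself reports evidence that does not rest on the hairpin. Knockout mouse melanoma tumors had lower levels of pro-proliferative cytokines, and melanoma cells made to overexpress IκBζ had higher IL6, CXCL1 and CXCL8. Those values were not compared with the ones given here.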
